A study of Homo sapiens with 12 samples. Its data were reported in "CTCF and CohesinSA-1 Mark Active Promoters and Boundaries of Repressive Chromatin Domains in Primary Human Erythroid Cells" (2016).

How the data were processed

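Chromatin immunoprecipitation and sequencing (ChIP-seq) had been performed on human HSPC, the stem and progenitor cells of blood, and on primary erythroid cells grown from CD34-selected cells. HSPC are the CD34-positive cells from which blood lineages arise, and the erythroid cells are nucleated red cell precursors. Antibodies were directed against CTCF, a zinc finger protein that binds a conserved DNA sequence, against the SA-1 subunit of cohesin (SA1), a complex that holds DNA strands together, and against histone H3 trimethylated at lysine 27 (H3K27me3), a mark of repressed chromatin. Of the 12 samples, 8 were CTCF or SA1 libraries, with 2 replicates per cell type and antibody, 2 were H3K27me3 libraries, with 1 per cell type, and 2 were total input controls. The total inputs were not analysed here on their own. Samples were grouped by the cell type and antibody in the GEO labels, and replicate numbers came from the sample titles. The labels give different CTCF antibodies for the replicates, and replicate 1 of HSPC and erythroid cells shared an antibody, as did replicate 2. Replicate number and CTCF antibody therefore cannot be separated, and each replicate's value is also the value within its antibody. The SA1 antibody was the same in all libraries.

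For CTCF and SA1, the authors called peaks in each library separately with MACS and deposited the position of each peak with its score. The deposited score is -10 times the log10 of the peak's p-value, so the smallest score of 50 corresponds to a p-value of 1e-05. The peak lists hold no fold enrichment, so the fold filter that the authors describe could not be applied, and all deposited peaks on chromosomes 1 to 22, X and Y were used as the main setting. For H3K27me3, the authors called broad islands with SICER, with a window of 200 bp and a gap of 600 bp, and deposited for each island a read count in the ChIP and in the control library. The deposited tables also give a p-value, a fold over control and a false discovery rate for each island, and the largest deposited false discovery rate was 0.00998 in HSPC and 0.00921 in erythroid cells. The deposited fold equalled the ratio of ChIP to control reads multiplied by a factor that was constant within each table, 2.02 in HSPC and 2.48 in erythroid cells. The HSPC factor is the ratio of control to ChIP reads in the library totals that the study gives, whereas the erythroid factor is well above that ratio. A smaller erythroid factor would lower every erythroid fold and leave fewer domains. The columns have no header and were identified from the order in which SICER writes them and from the values. Positions were in the hg19 build, and the GRCh37 sequence with the GENCODE annotation mapped to that build was used for genes and sequences. Coordinates are given counting from 1.

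The peak lists do not give the depth of the CTCF and SA1 libraries, and the read totals that the study gives for these libraries were not used. The HSPC islands held 2876784 ChIP and 1147289 control reads and the erythroid islands 8302117 and 4149843, which are the reads inside islands and not the depth of the libraries. Shares of peaks or genes are given with 95% Wilson intervals, which cover counting error only. Groups are given as mean ± SD over the 2 replicates.

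Peaks were taken as overlapping when they shared at least 1 bp. A CTCF peak that overlapped an SA1 peak of the same cell type and replicate number was called co-occupied, a CTCF peak without such overlap CTCF-only, and an SA1 peak without CTCF overlap SA1-only. Similarity of whole lists was measured by the Jaccard index, the bases in both lists divided by the bases in either. A promoter was the region within 1 kb of any of 56140 start sites of protein-coding genes. Following the authors' procedure, H3K27me3 domains were made from islands with a deposited fold above 3, merged when within 2000 bases, and kept when longer than 2000 bases. A peak marked a domain boundary when it lay within 1 kb of a domain's start or end. For the profile around boundaries, peak centres were counted per Mb at increasing distance inside and outside domains. The density within 1 kb was also divided by that expected from an abrupt step between the densities 5 to 10 kb inside and 5 to 10 kb outside, and this quotient is called the step ratio. Peaks were scored for the CTCF core consensus CCASYAGRKGGCR on either strand with at most 1 mismatch in their central 200 bp. Windows 2 kb away and 10 shufflings of the consensus letters served as controls. A CTCF site was called specific to a cell type when it was a replicate 1 peak that overlapped a replicate 2 peak of that cell type and no peak of the other cell type.

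Overlap with SA1 and with boundaries was tested one-sided against 1000 placements of the peaks at random within their chromosome outside assembly gaps, for which the smallest p-value is 0.000999. The same was done with each peak moved by 50 to 200 kb, which keeps the regional density. HSPC and erythroid values were compared with two-sided exact permutation tests of 2 against 2 libraries, whose smallest p-value is 0.333, so that no such comparison could reach 0.05. The overlap of lists within cell types was compared with that between cell types in a one-sided exact permutation test with the same smallest p-value. Differences over the 4 pairs of CTCF and SA1 libraries were tested by two-sided exact sign-flip permutation, with a smallest p-value of 0.125. Within a pair, classes of sites were compared with Fisher's exact test, two-sided. Peaks next to each other are not independent, so these tests and the odds ratios describe the libraries and not the cell types. No test was made between the H3K27me3 libraries, of which there was 1 per cell type.

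Most tests, the definitions above and most alternatives were chosen before the data were examined. The tests between cell types of the consensus share and of the fold at boundaries were not in that plan. Nor was the sign-flip test of co-occupancy at boundaries. Wilson intervals took the place of planned exact binomial intervals. The step ratio, the ratios of domain number and length, and 3 alternatives were added afterwards. The alternatives were a score of at least 100, the 15000 strongest peaks per library, peaks trimmed to 200 bp, an overlap of at least 50% of both peaks, autosomes only, omission of each replicate, the replicate number as a block, exchanged pairing of CTCF and SA1 replicates, a promoter of 2.5 kb, all deposited islands, a fold above 5, no merging or merging within 5000 bases, domains longer than 5000 bases, boundary windows of 500 bp and 5 kb, peaks moved by 50 to 200 kb, 2 mismatches or the central 100 bp for the consensus, and over 0.5 of the gene body in a domain in place of the start site. The 3 added later were start sites of long noncoding RNA genes, whole peaks for the consensus, and the HSPC factor in both fold columns. Alternatives used 200 placements, with a smallest p-value of 0.00498.

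The sites and genes named were fixed by a rule: the peaks and domains in the windows of 5 gene loci that the study displayed, the 2 longest domains of each cell type, the 3 specific CTCF sites of each cell type with the highest score in their weaker replicate, and 2 gene lists, of erythroid and of progenitor genes. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and numba 0.67.0 were used, with bedtools 2.31.1 for comparison and matplotlib 3.10.9 for plots. The code was tested on simulated data. All 4 interval measures equalled those of bedtools on 20000 simulated intervals, 3 of 100 runs without an effect gave a p-value of 0.05 or less at boundaries, 10 of 10 runs with a planted effect did so with a mean fold of 2.94 against 2.98 planted, and 500 of 500 planted consensus sequences were found.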

Results

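ChIP-seq of CTCF and of the SA1 subunit of cohesin was compared between primary human HSPC and erythroid cells, with 2 replicates per cell type and antibody, together with 1 H3K27me3 library per cell type. The comparisons address where CTCF and cohesin bind in each cell type, how often they bind together, and how their sites lie relative to domains of repressive chromatin. The peak lists do not give the depth of the CTCF and SA1 libraries, and the read totals that the study gives for these libraries were not used. No value below is corrected for depth.

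In HSPC, 101841 and 167575 CTCF peaks were listed in replicates 1 and 2, and in erythroid cells 52141 and 45308. SA1 peaks numbered 169208 and 179607 in HSPC and 67547 and 18616 in erythroid cells. HSPC lists were longer than erythroid lists by a mean log2 ratio of 1.43 for CTCF (n = 2 per cell type, exact permutation p = 0.333, the smallest possible). Within the antibody of replicate 1 the log2 ratio was 0.97, and within that of replicate 2 it was 1.89. For SA1 the mean log2 ratio was 2.30 (n = 2 per cell type, exact permutation p = 0.333), with 1.33 in replicate 1 and 3.27 in replicate 2. Erythroid SA1 replicates differed from each other more than HSPC replicates did, at 43082 ± 34599 peaks (SD, n = 2) against 174408 ± 7353 (SD, n = 2). Peak scores, which are the authors' values, were lower in HSPC CTCF lists, with medians of 70.9 and 79.8, than in erythroid CTCF lists, with medians of 241 and 347. The stricter score of 100 moved the CTCF comparison most. At that score 30438 and 59539 HSPC CTCF peaks remained against 37598 and 34383 erythroid peaks, so HSPC had fewer peaks in replicate 1 and more in replicate 2, and the mean log2 ratio was 0.24. For SA1 it was 2.09 at that score.

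**Figure D1:**
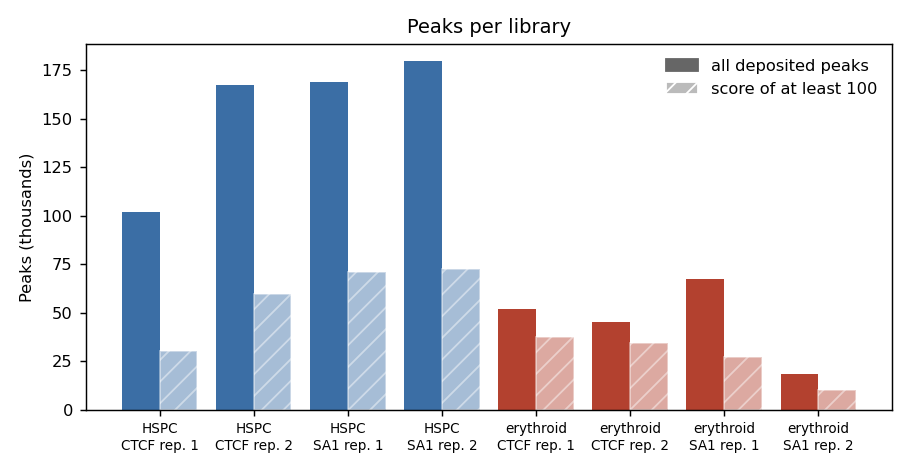
Number of CTCF and SA1 peaks in each of the 8 libraries, in units of 1000 peaks, for HSPC (blue) and erythroid cells (red). Solid bars give all deposited peaks and hatched bars those with a score of at least 100, and the HSPC CTCF bars of 101841 and 167575 peaks shorten to 30438 and 59539.

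Lists were next compared by the bases they shared. The Jaccard index of the CTCF replicates was 0.258 in HSPC and 0.590 in erythroid cells, while the 4 indices between cell types ranged from 0.158 to 0.244. For SA1 the index was 0.451 within HSPC and 0.167 within erythroid cells, and ranged from 0.0606 to 0.243 between cell types, so the erythroid SA1 replicates overlapped less than some libraries of different cell types. Indices within cell types exceeded those between by a mean of 0.224 for CTCF and 0.158 for SA1 (one-sided exact permutation p = 0.333 for each, the smallest possible with n = 2 per cell type). Of the CTCF peaks of HSPC replicate 1, 63.2% overlapped replicate 2, and 76.9% did so in erythroid cells. Trimming peaks to 200 bp lowered the difference for SA1 to 0.0515.

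The CTCF core consensus CCASYAGRKGGCR was found in 21.4% and 21.5% of erythroid CTCF peaks and in 6.78% and 3.21% of HSPC CTCF peaks. Windows 2 kb away held it in 1.02% and 0.901% of erythroid and 1.07% and 0.960% of HSPC cases, and shuffled consensus letters matched in a mean of 0.723% to 0.819% of peaks in these 4 libraries. The mean difference between cell types was 16.4 percentage points (n = 2 per cell type, exact permutation p = 0.333, the smallest possible), larger than the SD between replicates of 0.0945 in erythroid cells and 2.52 in HSPC. The alternative that moved it most was to search whole peaks, chosen after the data were seen, with 25.4 percentage points. In SA1 peaks the consensus was found in 2.74% and 2.5% in HSPC and in 7.52% and 33.6% in erythroid cells. HSPC CTCF peaks of replicate 1 without any overlap with erythroid CTCF peaks held the consensus in 1.73% (95% interval 1.64 to 1.83), against 18.9% (18.5 to 19.3) of those that overlapped. In erythroid replicate 1 the corresponding shares were 21.6% (21.0 to 22.3) and 21.3% (20.8 to 21.7).

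**Figure D2:**
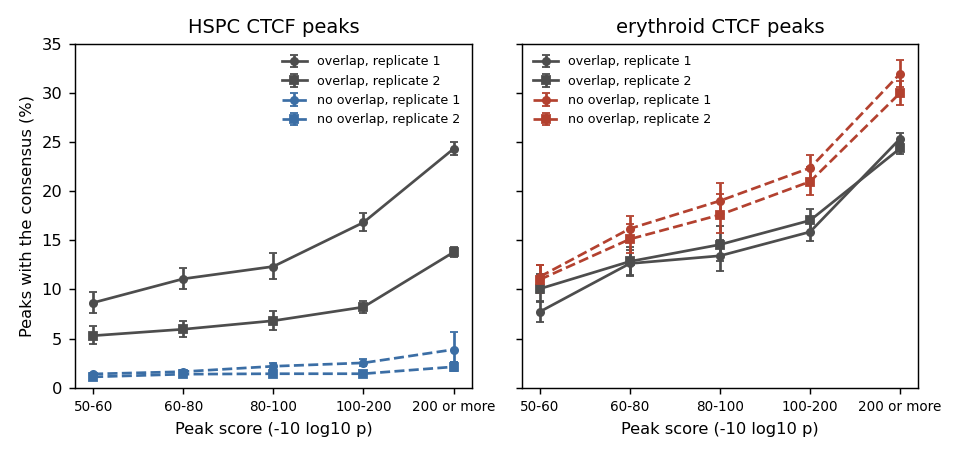
Share of CTCF peaks with the core consensus, in percent, by peak score, for HSPC (left) and erythroid cells (right), with peaks split by overlap with a CTCF peak of the other cell type, replicates as separate lines, and 95% Wilson intervals as bars. HSPC peaks without overlap stay between 1.1% and 3.88% at every score, whereas erythroid peaks without overlap range from 11% to 32.0%.

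Overlap of CTCF with SA1 was then analyzed. In HSPC, 59489 of 101841 CTCF peaks of replicate 1 (58.4%) and 97969 of 167575 of replicate 2 (58.5%) were co-occupied with SA1. In erythroid cells 32861 of 52141 (63.0%) and 15303 of 45308 (33.8%) were co-occupied. The erythroid share, 48.4% ± 20.7 (SD, n = 2), did not differ from the HSPC share, 58.4% ± 0.0348 (SD, n = 2), by more than the spread between erythroid replicates (exact permutation p = 1). Over all deposited peaks the direction rested on erythroid replicate 2. The difference, erythroid minus HSPC, was 4.61 percentage points without replicate 2 and -24.7 points without replicate 1. At a score of at least 100 the difference was -23.95 points (exact permutation p = 0.333, the smallest possible). Both erythroid shares then lay below both HSPC shares. The number of co-occupied peaks exceeded that of peaks placed at random 3.88-fold and 3.42-fold in HSPC and 9.75-fold and 21.9-fold in erythroid cells (permutation p = 0.000999 for each of the 4 pairs, the smallest possible). Against peaks moved by 50 to 200 kb the folds were 2.14 and 1.92 in HSPC and 5.36 and 12.3 in erythroid cells (permutation p = 0.000999 for each). Of SA1 peaks, 32.9% and 52.1% overlapped CTCF in HSPC and 46.3% and 83.1% in erythroid cells.

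Promoter location was compared between co-occupied and singly occupied sites. Random positions lay at promoters in 1.90% of cases. These were scored as single points, whereas a peak counted when any part of it lay within 1 kb of a start site. Their share is therefore a low base for peaks, and small excesses over it were not interpreted. Co-occupied sites lay at promoters in 15.9% ± 0.704 (SD, n = 2) of cases in HSPC and 34.2% ± 1.52 (SD, n = 2) in erythroid cells, and CTCF-only sites in 2.27% ± 0.0633 (SD, n = 2) and 11.98% ± 3.34 (SD, n = 2). The share was higher at co-occupied than at CTCF-only sites in all 4 pairs of libraries, by a mean of 17.9 percentage points (exact sign-flip permutation p = 0.125, the smallest possible with 4 pairs). The odds ratios were 8.27 (95% interval 7.74 to 8.85) and 7.997 (7.58 to 8.43) in HSPC and 5.12 (4.85 to 5.40) and 2.96 (2.82 to 3.10) in erythroid cells. Peaks trimmed to 200 bp moved this difference most, to 8.57 percentage points. SA1-only sites lay at promoters in 8.23% and 5.29% of cases in HSPC, 6.97% in erythroid replicate 1 and 63.9% in erythroid replicate 2. Co-occupied sites exceeded SA1-only sites in the first 3 of these pairs and fell below them in erythroid replicate 2, where the odds ratio was 0.280 (95% interval 0.258 to 0.303, Fisher's exact test p = 2.19e-223). The mean difference over the 4 pairs was 3.95 percentage points (exact sign-flip permutation p = 0.75). It was -10.3 points without replicate 1 and 18.2 without replicate 2, so its sign was not stable. With the 15000 strongest peaks of each library it was -24.7 points and negative in all 4 pairs (exact sign-flip permutation p = 0.125, the smallest possible). With CTCF and SA1 replicates exchanged in the pairing it was 10.05 points and positive in all 4 pairs (exact sign-flip permutation p = 0.125, the smallest possible). In erythroid replicate 1, 8.17% of co-occupied and 16.1% of CTCF-only sites lay over 50 kb from a gene, compared with 34.5% of random positions.

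**Figure D3:**
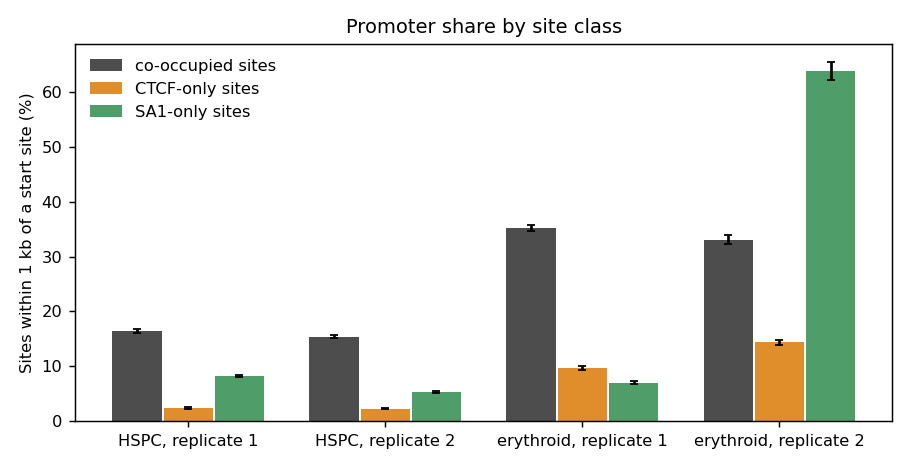
Share of co-occupied, CTCF-only and SA1-only sites within 1 kb of a start site, in percent, for each pair of CTCF and SA1 libraries, with 95% Wilson intervals as bars. Co-occupied sites lie above CTCF-only sites in all 4 pairs, and SA1-only sites of erythroid replicate 2 reach 63.9%.

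CTCF sites found in both replicates of a cell type and in neither replicate of the other numbered 37688 in HSPC, 37% of the peaks of replicate 1, and 10748 in erythroid cells, 20.6% of replicate 1. At a score of at least 100 the numbers were 5586 and 9623, so the order of the cell types depended on the score. Replicate 1 alone gave 73844 and 24469 specific sites and replicate 2 alone 138791 and 16604, so the numbers also depended on how many libraries had to hold or lack a site. Erythroid-specific sites held the consensus in 27.7% (95% interval 26.9 to 28.5) and HSPC-specific sites in 2.05% (1.91 to 2.19), against 0.577% and 1.27% in windows 2 kb away. Sites shared by all 4 libraries held it in 20.6% of HSPC and 26.6% of erythroid replicate 1 peaks. The strongest erythroid-specific sites were at chromosome 6, 136547203 to 136548235, intergenic and 4443 bp from MTFR2, with scores of 2951 and 3100 in the replicates, at chromosome 13, 49343061 to 49343801, intergenic and 58068 bp from CYSLTR2, with scores of 2820 and 3100, and at chromosome 2, 208610172 to 208611772, in an intron of CCNYL1, with scores of 2667 and 3097. The strongest HSPC-specific sites were at chromosome 4, 49513028 to 49520175, intergenic and 452503 bp from CWH43, with scores of 3100 in both replicates, at chromosome 1, 2583447 to 2586772, in an intron of TTC34, with scores of 3090 and 3100, and at chromosome 2, 91773607 to 91779647, intergenic, with scores of 2454 and 2021. None of these 6 sites held the consensus in the central 200 bp. Of the 100 strongest HSPC-specific sites, 78% lay within 1 Mb of an assembly gap, compared with 4% of the 100 strongest erythroid-specific sites.

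To examine repressive chromatin, H3K27me3 domains were compared between cell types, without replicates. There were 11526 domains in HSPC and 16878 in erythroid cells. Their mean length was 8.35 kb in HSPC and 12.4 kb in erythroid cells, and the median length 4.80 kb and 6.40 kb. The domains covered 96.2 Mb, 3.11% of the assembly, in HSPC and 209.5 Mb, 6.77%, in erythroid cells. Of the HSPC domains 3117 (27.0%, 95% interval 26.2 to 27.9) overlapped no erythroid domain, and of the erythroid domains 9934 (58.9%, 58.1 to 59.6) overlapped no HSPC domain. The 69.6 Mb in domains of both cell types made up 72.3% of HSPC and 33.2% of erythroid domain bases. The excess in number depended on the fold scale. Islands with a fold above 5 gave 6300 domains in HSPC and 6087 in erythroid cells, and with the HSPC factor in both fold columns, an alternative chosen after the data were seen, the erythroid number was 11568 at a mean length of 13.8 kb. The longest HSPC domains were at chromosome 12, 54311201 to 54616800 (306 kb), over HOXC13 to HOXC4 and SMUG1, and at chromosome 8, 27682601 to 27858600 (176 kb), over PBK and SCARA5. The longest erythroid domains were at chromosome 15, 77854601 to 78136800 (282 kb), with LINGO1, and at chromosome 11, 61243801 to 61521800 (278 kb), which included SYT7, DAGLA and MYRF.

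CTCF and SA1 peaks were then mapped onto domain boundaries. In HSPC, 8701 and 14112 CTCF peaks lay within 1 kb of a boundary, 2.97 and 2.76 times the number from random placement, and in erythroid cells 4019 and 3749 did, 1.90 and 2.01 times that number. SA1 peaks at boundaries numbered 13940 and 14603 in HSPC, with folds of 2.56 and 2.53, and 6011 and 1263 in erythroid cells, with folds of 1.98 and 1.66. The permutation p was 0.000999 in each of the 8 libraries, the smallest possible. With peaks moved by 50 to 200 kb in place of random placement the folds were lower, 1.54 and 1.45 for HSPC CTCF, 1.31 and 1.38 for erythroid CTCF, 1.33 and 1.33 for HSPC SA1 and 1.31 and 1.20 for erythroid SA1 (permutation p = 0.000999 in each), and with the 15000 strongest peaks of each library the mean HSPC folds were higher, 3.92 for CTCF and 3.93 for SA1. The mean log2 fold at boundaries, erythroid minus HSPC, was -0.55 for CTCF and -0.49 for SA1 (n = 2 per cell type, exact permutation p = 0.333 for each). With peaks moved by 50 to 200 kb these differences were -0.16 and -0.08, and with the 15000 strongest peaks -0.67 and -1.02.

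The profile around boundaries showed that peak density was higher inside domains than outside. In HSPC, CTCF density was 225 ± 48.8 peaks per Mb (SD, n = 2) 5 to 10 kb inside and 106 ± 35.7 (SD, n = 2) at that distance outside, and in erythroid cells 45.1 ± 4.83 (SD, n = 2) and 27.2 ± 2.31 (SD, n = 2). Within 1 kb of a boundary it was 153 ± 41.6 (SD, n = 2) in HSPC and 37.7 ± 2.61 (SD, n = 2) in erythroid cells. In all 4 CTCF libraries and 3 of the 4 SA1 libraries the density within 1 kb lay between the inside and outside densities, and in SA1 of erythroid replicate 2 it was above both, at 13.8 peaks per Mb against 11.7 inside and 11.3 outside. The step ratio of CTCF was 0.910 and 0.932 in HSPC and 1.02 and 1.07 in erythroid cells. For SA1 it was 0.915 and 0.911 in HSPC and 0.956 and 1.20 in erythroid cells.

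**Figure D4:**
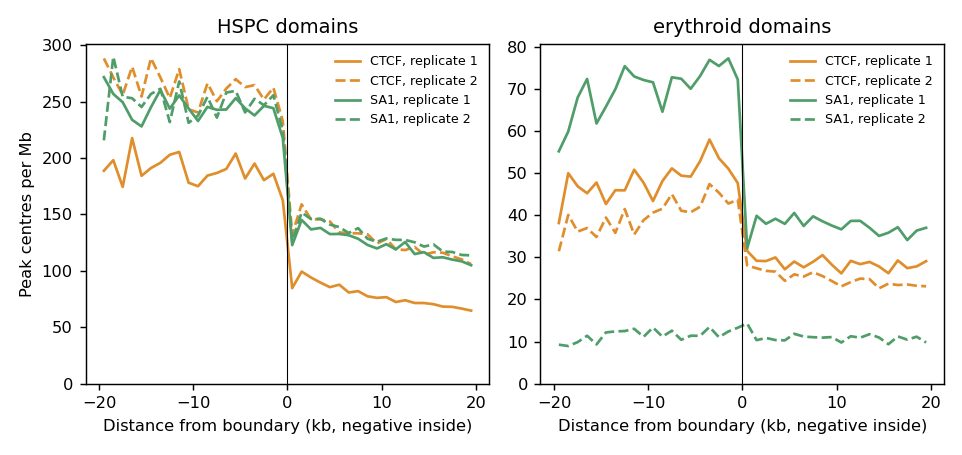
Density of CTCF and SA1 peak centres, in peaks per Mb, by distance from the nearest H3K27me3 domain boundary in kb (negative values inside domains), for HSPC (left) and erythroid cells (right), with replicates as separate lines and different vertical scales. Density falls across the boundary in 7 of 8 libraries, with CTCF of HSPC replicate 1 at 191 peaks per Mb 5 to 10 kb inside and 81.1 outside, and no such fall in SA1 of erythroid replicate 2.

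Co-occupancy was more frequent at boundaries than elsewhere. In HSPC 73.1% (95% interval 72.2 to 74.1) and 73.4% (72.6 to 74.1) of boundary CTCF peaks overlapped SA1, against 57.0% and 57.1% elsewhere. In erythroid cells the shares were 75.4% (74.1 to 76.7) and 36.8% (35.3 to 38.4), against 62.0% and 33.5% elsewhere. The difference was positive in all 4 pairs, with a mean of 12.3 ± 6.12 percentage points (SD, n = 4, exact sign-flip permutation p = 0.125, the smallest possible). The odds ratios were 2.05 and 2.07 in HSPC and 1.88 and 1.16 in erythroid cells, and the smallest had a Fisher's exact test p of 4.59e-05. Boundary CTCF peaks were wider than others, with medians of 848 against 722 bp in HSPC replicate 1 and 989 against 838 bp in erythroid replicate 1. With peaks trimmed to 200 bp the mean difference was -0.303 percentage points (exact sign-flip permutation p = 0.875). It was 4.75 points with 50% mutual overlap, 7.76 with the 15000 strongest peaks and 10.6 with a 5 kb window. In these settings it was not positive in all 4 pairs (exact sign-flip permutation p = 0.25 for each). Few boundary CTCF peaks were boundary CTCF peaks in the other cell type, 8.10% ± 1.77 (SD, n = 2) in HSPC and 22.9% ± 3.93 (SD, n = 2) in erythroid cells. Overlap with any CTCF peak of the other cell type was more frequent at boundaries, 31.1% ± 7.15 (SD, n = 2) in HSPC and 78.2% ± 6.74 (SD, n = 2) in erythroid cells, than elsewhere, 21.5% ± 7.30 (SD, n = 2) and 56.5% ± 7.22 (SD, n = 2). Of 23052 HSPC boundaries, 23.2% lay within 1 kb of an erythroid boundary.

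Of 20163 protein-coding genes, 24.6% (95% interval 24 to 25.2) had their start in an HSPC domain and 25.3% (24.7 to 25.9) in an erythroid domain, and 18.8% in both. Of 14 erythroid genes, 7 started in an HSPC domain and 4 in an erythroid domain, and of 14 progenitor genes 9 and 9 did. The 4 erythroid genes that started in an erythroid domain were HBA1, SLC4A1, ANK1 and AHSP, and these were named after their values were seen. Of the gene body, 100% of HBA1, SLC4A1 and AHSP but 23.5% of ANK1 lay in erythroid domains. Only the outermost annotated start of each gene was used. The study places a neural-specific first exon of ANK1 in this domain, so the start counted need not be that used in erythroid cells. All deposited islands moved the HSPC share most upward, to 35.3%, and over 0.5 of the gene body in place of the start site moved it most downward, to 10.2%.

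At the ANK1 locus on chromosome 8, which encodes ankyrin, the window held 10 HSPC domains over 48.9% of its length and a single erythroid domain from 41698601 to 41774800 (76.2 kb). The nearest erythroid CTCF peaks were a pair in introns of ANK1. In replicate 1 these were at 41685266 to 41687330 and 41691860 to 41693115, with a score of 3100 each, and lay 11270 and 5485 bp from the domain boundary. Both peaks of this pair overlapped SA1 in each erythroid replicate. HSPC CTCF peaks lay at the same positions, at 41685257 to 41687212 with a score of 2094 and 41691320 to 41693827 with a score of 1553 in replicate 1, and both overlapped SA1. At TAL1 on chromosome 1, the erythroid lists held 8 and 6 CTCF peaks, of which that at 47644586 to 47645562, intergenic near PDZK1IP1, had a score of 3100, overlapped SA1 and held the consensus. HSPC domains covered 21.0% of the TAL1 window and erythroid domains 4.80%. At UBTF and SLC4A1 on chromosome 17, an erythroid domain from 42299601 to 42363000 (63.4 kb) covered 67.3% of the window. The CTCF peak of erythroid replicate 1 at 42294865 to 42300164 lay across its boundary. This peak had its centre in an intron of UBTF and ran past the edge of that gene. At SEC31B to HIF1AN on chromosome 10 the closest CTCF peak of erythroid replicate 1, from 102321259 to 102323369, lay 1458 bp from a boundary, and at TROAP and C1QL4 on chromosome 12 the peak from 49750586 to 49751325, in an intron of DNAJC22, lay 585 bp from one.

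**Figure D5:**
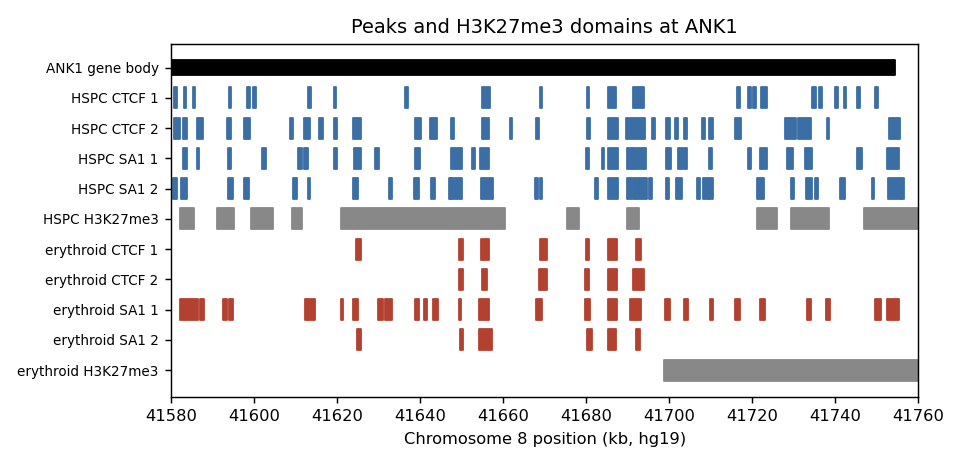
CTCF and SA1 peaks of each replicate and H3K27me3 domains at the ANK1 locus on chromosome 8, in kb of the hg19 build, for HSPC (blue) and erythroid cells (red), with domains in grey and the gene body in black. The pair of erythroid CTCF peaks nearest the erythroid domain, the second from 41691860 to 41693115 in replicate 1, lies outside the domain that starts at 41698601, and HSPC peaks lie at the same positions.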

Values the study reported

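In the replicate used by the study, 50,798 CTCF and 42,072 cohesin SA-1 sites were reported in HSPC, and 49,417 and 40,511 in erythroid cells. Of the CTCF sites, 18,179 were reported as co-occupied and 29,000 as CTCF alone in HSPC, compared with 26,658 and 22,869 in erythroid cells. Promoter shares of co-occupied sites were given as 20% in HSPC and 31% in erythroid cells. The study reported 11,649 H3K27me3 domains in HSPC with an average length of 8.3 kb over 3.1% of the genome, and 17,165 in erythroid cells with an average of 12.2 kb over 6.7%. It described 59% of erythroid domains, or 10,146, as absent from HSPC. CTCF sites within 1 kb of a boundary numbered 4,832 in HSPC and 3,888 in erythroid cells, with 711 shared, and cohesin SA-1 was reported at 5093 and 3854 boundaries. At boundaries, 54% of CTCF sites in HSPC and 56% in erythroid cells were reported to bind both proteins.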

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

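The step ratio, its comparison between cell types and the test on peaks away from promoters were chosen only after the densities around boundaries had been seen, whereas the tests on peaks with the consensus and on stronger peaks were set before their results.

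CTCF density next to boundaries differed between the cell types in its relation to the step from inside to outside. The step ratio was below 1 in both HSPC replicates, at 0.910 and 0.932, and above 1 in both erythroid replicates, at 1.02 and 1.07. The mean difference was 0.123, larger than the SD between replicates of 0.0160 in HSPC and 0.0308 in erythroid cells. The difference drew attention because every library of each cell type lay on its own side of 1, and it was not itself tested. With domains of at least 20 kb the ratios were 0.947 and 0.910 in HSPC and 1.15 and 1.16 in erythroid cells.

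The tables argue against weaker peaks in the HSPC lists as the cause. Among HSPC CTCF peaks with a score of at least 100 the mean ratio was 0.836 and so lay further below 1, with 95% counting intervals of 0.787 to 0.891 and 0.798 to 0.873, whereas such erythroid peaks had ratios of 1.08 and 1.12. Promoter peaks inside HSPC domains may explain the low HSPC ratio, since it rose to a mean of 1.03 in HSPC peaks away from promoters, against 1.06 in erythroid peaks away from promoters. HSPC calls without the CTCF sequence cannot be told apart from the other explanations. Among HSPC peaks with the consensus the mean ratio was 1.00, but the counting intervals, 0.856 to 1.15 and 0.850 to 1.20, covered both sides of 1 because only 384 and 283 such peaks lay within 1 kb of a boundary. Each cell type's domains came from 1 H3K27me3 library, so a difference in how sharply the edges were called also stays open, as does a difference between the cell types themselves, which was not tested.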

How the results depend on the processing

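The HSPC factor in both fold columns, start sites of long noncoding RNA genes and whole peaks for the consensus were the alternatives chosen only after the results were seen. Over 32 results and 24 settings, 289 alternative values were computed. Of these, 231 kept their direction and, where tested, their side of 0.05, or moved by less than the spread or a 1.5-fold change in number, 50 moved further and 8 reversed. In no case did a test change its side of 0.05. The comparisons of 2 against 2 libraries or 4 pairs cannot reach 0.05, so this says nothing about their stability. The enrichments of CTCF at SA1 peaks and of both proteins at boundaries had a permutation p of 0.00498 in each alternative tested, the smallest possible with 200 placements.

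The difference in co-occupied share of CTCF peaks, erythroid minus HSPC, was -10.04 percentage points. It became 5.31 with the 15000 strongest peaks, 1.63 with peaks trimmed to 200 bp and -23.95 at a score of at least 100. It ranged from -24.7 to 4.61 when either replicate was left out. The promoter share of co-occupied minus SA1-only sites, 3.95 points, became -2.37 at a score of at least 100. It ranged from -10.3 to 18.2 when either replicate was left out. With the 15000 strongest peaks it was -24.7 points and negative in all 4 pairs. It was 10.05 points, with the same sign in all 4 pairs, when CTCF replicate 1 was paired with SA1 replicate 2 and the reverse, so it depended on which CTCF list each SA1 list was set against. The excess of co-occupancy at boundaries, 12.3 points, became 4.75 with 50% mutual overlap and 7.76 with the 15000 strongest peaks. It was -0.303 with trimmed peaks, and there the narrower peaks removed the difference in width between boundary and other peaks. The log2 ratio of domain numbers, 0.55, became -0.0496 with a fold above 5. Except where the construction of the alternative is named, the cause was not tested.

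The settings of the domains moved many values. All deposited islands gave 18738 HSPC and 25690 erythroid domains, a log2 ratio of 0.46, shares without a domain in the other cell type of 36.2% and 61.1%, and shares of gene starts in domains of 35.3% and 28.5%. A fold above 5 gave 6300 and 6087 domains, unshared shares of 30.8% and 38.0%, and gene shares of 17.7% and 18.2%. Domains longer than 5000 bases numbered 5516 and 10078, with a log2 ratio of 0.87, an HSPC mean length of 13.8 kb, unshared shares of 21.0% and 61.4%, and gene shares of 18.5% and 20.6%. Without merging the log2 ratio was 0.72 and the unshared shares 28.1% and 63.3%, and with merging within 5000 bases these were 0.46, 25.7% and 55.1%. With the HSPC factor in both fold columns the log2 ratio was 0.00525 and the unshared shares 36.4% and 47.6%. Over 0.5 of the gene body in a domain held for 10.2% and 13.8% of genes.

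The share of HSPC boundary CTCF peaks that were boundary peaks in erythroid cells, 8.10%, became 13.8% at a score of at least 100, 20.0% with the 15000 strongest peaks, 3.29% with trimmed peaks, 6.24% with 50% mutual overlap and 14.5% with a 5 kb window. The erythroid share, 22.9%, became 8.47% with trimmed peaks, 17.3% with 50% mutual overlap, 15.9% with domains longer than 5000 bases, 18.9% with a 500 bp window and 39.6% with a 5 kb window. HSPC-specific CTCF sites, 37688, numbered 5586 at a score of at least 100, 1596 among the 15000 strongest peaks and 22312 with trimmed peaks. Erythroid-specific sites, 10748, numbered 2021 among the 15000 strongest peaks. With either replicate left out they ranged from 73844 to 138791 in HSPC and from 16604 to 24469 in erythroid cells, as fewer libraries then had to hold or lack a site.

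Replicate numbers are shared by HSPC and erythroid cells. The study states that HSPC and erythroid cells came from the same donor, but neither it nor the labels say that equal numbers mark the same donor. With the replicate number as a block the log2 ratio of CTCF peak numbers was again 1.43 (exact sign-flip p = 0.5, the smallest possible with 2 pairs), and no call changed. Deviations of peak numbers in 1 Mb bins from the cell type means correlated between equal numbers at r = -0.0881 for CTCF and -0.0664 for SA1, so they gave no sign of pairing.

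The read totals that the study gives for the CTCF and SA1 libraries were not used, so no limit from their depth was assessed. The 18616 peaks of erythroid SA1 replicate 2 limit the erythroid SA1 comparisons.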

Other observations

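Chosen only after the results were seen were the tests on weak erythroid peaks, on the CTCF list set against SA1-only sites, on peak density inside domains, on CTCF in the other cell type for each cell type's boundary peaks, on sites next to assembly gaps, and the separate tests of domain number, of mean domain length and of total length with a stricter erythroid fold.

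HSPC CTCF lists held more peaks than erythroid lists. The excess depended on the filter, as the mean log2 ratio of 1.43 became 0.24 at a score of at least 100. The numbers that the study gives after its fold filter differ little between the cell types, but that filter could not be applied to the deposited lists. In its own peaks the study found a CTCF motif as the most common, at HSPC CTCF sites with and without SA1. It also tested selected HSPC CTCF sites by quantitative PCR. That evidence concerns the study's own site lists and selected sites. For the unfiltered lists, calls without the CTCF sequence are a candidate explanation, since HSPC replicate 1 peaks with no erythroid overlap held the consensus in 1.73%, little above the 1.06% in windows 2 kb away and far below the 18.9% of overlapping HSPC peaks. These 71879 peaks made up 70.6% of the list. Weak peaks alone are argued against, since erythroid peaks with a score under 100 and no HSPC overlap held the consensus in 14.7% ± 0.524 (SD, n = 2), against 1.44% ± 0.227 (SD, n = 2) of such HSPC peaks. Enrichment that the CTCF and SA1 antibodies share in HSPC chromatin cannot be told apart from sites that bind both proteins. HSPC-specific CTCF sites overlapped SA1 in both HSPC replicates in 46.6%, above the 21.0% for the same sites moved by 50 to 200 kb and below the 87.2% of sites shared by all 4 libraries, and either explanation allows such a value. A different use of CTCF in progenitors, with binding that does not need the core sequence, also stays open and was not tested.

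The strongest HSPC-specific CTCF sites rarely held the consensus in their central 200 bp. It was found in 3% of the 100 strongest, against 32% of the 100 strongest erythroid-specific sites. The HSPC sites were wider, with a median of 2359 bp against 854 bp. The search therefore covered a smaller part of them, and absence from the whole sites was not shown. Signal next to assembly gaps, where repeated sequence collects reads from elsewhere, may account for these HSPC sites. Of them, 78% lay within 1 Mb of a gap, against 20.9% of all HSPC CTCF peaks of replicate 1 and 4% of the strongest erythroid-specific sites. The same holds less for HSPC-specific sites as a whole, of which 25.3% lay within that distance. No biological explanation was tested for these sites.

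SA1-only sites of erythroid replicate 2 lay at promoters in 63.9%, against 6.97% in replicate 1. A short list that keeps only the strongest peaks is argued against as the whole cause, since the 18616 strongest SA1 peaks of replicate 1 gave SA1-only sites of which 20.3% (95% interval 17.6 to 23.3) lay at promoters. The CTCF list of replicate 2 is also argued against as the whole cause, since SA1-only sites of replicate 2 set against the CTCF list of replicate 1 lay at promoters in 33.0% (95% interval 30.2 to 36.0), still above 6.97%. A short list of the strongest peaks set against the CTCF list of replicate 2 may explain the pattern, since the 18616 strongest SA1 peaks of replicate 1 then gave SA1-only sites of which 63.2% (95% interval 61.0 to 65.2) lay at promoters. What in the CTCF list of replicate 2 has this effect, such as its antibody, was not tested, and no biological explanation was tested.

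CTCF peaks were enriched at domain boundaries over random placement. Promoters next to boundaries are argued against as the whole cause, because with promoter peaks left out the mean fold over peaks moved by 50 to 200 kb was 1.38, with a range of 1.31 to 1.47 over the 4 CTCF libraries and a permutation p of 0.000999 in each, the smallest possible. A higher density outside domains is excluded, as density was on average 1.91 times higher inside than outside. A higher density inside domains could account for the enrichment in HSPC, where the mean step ratio was 0.921. The mean of 0.982 over the 4 libraries decides nothing, as the cell types lay on different sides of 1. Over all erythroid peaks the mean was 1.04, with 95% counting intervals of 0.972 to 1.07 and 1.01 to 1.12, and a higher density inside cannot be told apart from a small local excess because the interval of replicate 1 includes 1. For erythroid peaks with a score of at least 100, a step between the densities 5 to 10 kb away is argued against as the whole cause. Their mean was 1.099, with intervals of 1.02 to 1.14 and 1.052 to 1.18. Over all erythroid peaks, density 3.5 kb inside was 57.9 and 47.4 peaks per Mb in the replicates, above the 47.6 and 43.7 in the first kb inside. A higher density inside domains but nearer the boundary was therefore not ruled out. Whether boundaries attract CTCF as such was not decided by these values.

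Few boundary CTCF peaks were boundary peaks in the other cell type. Whether domain edges differ while CTCF stays in place could not be decided for HSPC boundary peaks, because the erythroid lists were much shorter. Of those that were not boundary CTCF peaks in erythroid cells, 25.1% ± 6.34 (SD, n = 2) overlapped an erythroid CTCF peak. HSPC CTCF peaks elsewhere did so in 21.5% ± 7.30 (SD, n = 2), so peaks away from boundaries also rarely had an erythroid counterpart. For erythroid boundary peaks the corresponding share with an HSPC CTCF peak was 71.9% ± 7.31 (SD, n = 2). Erythroid CTCF peaks elsewhere overlapped the longer HSPC lists in 56.5% ± 7.22 (SD, n = 2). Edges that differ while CTCF stays in place would allow the erythroid share, but list length was not separated from it. Of the boundary CTCF peaks that overlapped a CTCF peak of the other cell type, 72.4% ± 2.29 (SD, n = 4) were not at a boundary there, which takes CTCF in both cell types as given and so does not show that it stays. Edges that differ between cell types and edges that were called differently in the 2 H3K27me3 libraries were not separated by this test.

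Erythroid cells had more and longer H3K27me3 domains. The fold scale of the deposited tables may explain the excess in number, as 11568 erythroid domains remained with the HSPC factor against 11526 HSPC domains. It is argued against for mean length, as the mean erythroid length was then 13.8 kb against 8.35 kb, and 15.6 kb with an erythroid fold above 5. For total length it cannot be told apart from a true excess, because the answer turns on the factor. The erythroid total was 1.66 times that of HSPC with the HSPC factor. With an erythroid fold above 5 against an HSPC fold above 3, as a smaller erythroid factor would have it, 6087 erythroid domains covered 94.8 Mb, 0.985 times the HSPC total, so the excess in number reversed and that in total length was gone. The library totals that the study gives imply a factor smaller than the deposited one and smaller than that of HSPC, which makes the excess in number and total length doubtful. Longer erythroid domains therefore remain a hypothesis, with the depth of the libraries not tested and the single library per cell type left open.

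The values quoted from the study rest on a single replicate per library type, so only replicate 1 is set beside them here. HSPC CTCF peaks of replicate 1 numbered 101841 here. That is higher than the value quoted from the study above. HSPC SA1 peaks of replicate 1 numbered 169208. That is higher than the value quoted. Erythroid SA1 peaks of replicate 1 numbered 67547. That is higher than the value quoted. Co-occupied HSPC CTCF peaks of replicate 1 numbered 59489. This number is higher than the value quoted. They made up 58.4% of the CTCF peaks, whereas the quoted numbers hold more CTCF-alone than co-occupied sites in HSPC. HSPC CTCF peaks at boundaries numbered 8701 in replicate 1. This number is higher than the value quoted. Boundaries with an SA1 peak of replicate 1 numbered 12267 in HSPC and 6013 in erythroid cells. Both are higher than the values quoted. Not all values were higher. Domains numbered 11526 in HSPC and 16878 in erythroid cells, below the values quoted. Co-occupied HSPC sites of replicate 1 lay at promoters in 16.4%, below the value quoted. In erythroid replicate 1 the share was 35.3%, above the value quoted. At boundaries, 73.1% of HSPC and 75.4% of erythroid CTCF peaks of replicate 1 overlapped SA1, above the shares quoted. All deposited peaks were used here, without the fold filter.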
